# RNA Pol II Assembly Affects ncRNA Expression

**DOI:** 10.3390/ijms25010507

**Published:** 2023-12-29

**Authors:** Ana I. Garrido-Godino, Ishaan Gupta, Vicent Pelechano, Francisco Navarro

**Keywords:** transcription, RNA polymerases, ncRNAs, RNA polymerases assembly, Rtr1 CTD phosphatase, NNS termination, exosome, CUTs, SUTs, *Saccharomyces cerevisiae*

## Abstract

RNA pol II assembly occurs in the cytoplasm before translocation of the enzyme to the nucleus. Affecting this assembly influences mRNA transcription in the nucleus and mRNA decay in the cytoplasm. However, very little is known about the consequences on ncRNA synthesis. In this work, we show that impairment of RNA pol II assembly leads to a decrease in cryptic non-coding RNAs (preferentially CUTs and SUTs). This alteration is partially restored upon overcoming the assembly defect. Notably, this drop in ncRNAs is only partially dependent on the nuclear exosome, which suggests a major specific effect of enzyme assembly. Our data also point out a defect in transcription termination, which leads us to propose that CTD phosphatase Rtr1 could be involved in this process.

## 1. Introduction

Transcription is a well-studied step in gene expression. In eukaryotes, transcription is performed by three different RNA polymerases (five in plants) that act in coordination with complex transcriptional machinery [1,2,3]. Specifically, transcription mediated by RNA pol II has been widely studied because it is responsible for transcribing the majority of the genome, including all mRNAs and some non-coding RNAs (ncRNAs), such as: small nuclear RNAs (snRNAs); small nucleolar RNAs (snoRNAs); small Cajal body-specific RNAs (scaRNAs); microRNAs (miRNAs); long non-coding RNAs (lncRNAs); piwi-interacting RNAs (piRNAs); circular RNAs (circRNAs); and small interfering RNAs (siRNAs) [1,4,5,6]. In addition, the fragmentation of some of these non-coding RNAs produces other types of small regulatory RNAs, such as snoRNA-derived fragments (sdRNAs) [7].

Pervasive transcription, which refers to the idea that transcripts are not limited to clearly defined functional characteristics like genes [8], can be mediated by RNA pol II and has been reported in several organisms [9,10,11,12,13,14,15]. In budding yeast *Saccharomyces cerevisiae*, many non-coding transcripts that result from RNA pol II transcription have been identified using high-resolution omics techniques.

The ncRNAs that derive from the pervasive transcription of RNA pol II have been further classified according to their sensitivity to different decay pathways, transcription termination pathways or the specific conditions for their expression (reviewed in [16]). Of these ncRNAs, different types have been described: “cryptic unstable transcripts” (CUTs), degraded by the nuclear exosome; “stable unannotated transcripts” (SUTs) that exist stably in cells; and “Xrn1-sensitive unstable transcripts” (XUTs) that are degraded by cytoplasmic exonuclease Xrn1 [9,10,17,18,19]. While SUTs are detected in wild-type (WT) cells, CUTs and XUTs are detected mainly upon the inactivation of Rrp6 subunit of the nuclear exosome or Xrn1, respectively. In addition, “Nrd1-unterminated transcripts” (NUTs) have been described, which appear upon the depletion of the Nrd1 termination factor [20]. “Set2-repressed antisense transcripts” (SRATs) [21] and “meiotic unannotated transcripts” (MUTs) have also been reported [22]. Most non-coding transcripts have overlapping sequences [23,24], and many NUTs overlap CUTs [20], while XUTs significantly overlap SUTs and CUTs [18,23,24].

As the synthesis of non-functional ncRNAs could interfere with the correct production of protein-coding mRNAs through different mechanisms [25], cells exhibit strategies to control the production of pervasive transcripts. In yeast, the most prominent transcriptome surveillance mechanism coordinates both transcription termination and nuclear RNA degradation through the action of the Nrd1-Nab3-Sen1 (NNS) transcription termination complex, the nuclear exosome and the TRAMP complex [25,26]. Briefly in this mechanism, CUTs and other snRNAs and snoRNAs (sn(o)RNAs) terminate by the Nrd1-Nab3-Sen1 (NNS) pathway [25,27]). Nrd1, which recognises the RNA pol II phosphorylated at Ser5 residues of the carboxi-terminal domain (CTD) of the Rpb1 subunit, also recruits TRAMP4/5 (Trf4/5-Air2/1-Mtr4-polyadenylation), which adds a short poly(A) tail to its target RNAs [26,27]. This poly(A) tail targets the nuclear exosome to ncRNAs and promotes exosome function to completely degrade CUTs, while it trims sn(o)RNAs precursors to their stable mature forms [19,28]. Conversely, XUTs are poly-adenylated by the canonical poly(A) polymerase, Pap1 [18,24]; decapped by Dcp2; and finally degraded by Xrn1 in the cytoplasm [24], mainly by the nonsense-mediated mRNA decay (NMD) pathway [24,29]. SUTs are partially sensitive to the nuclear exosome and are degraded mainly in the cytoplasm by Xrn1 after being decapped by Dcp2 [24,25,30,31]. However, some SUTs are also degraded in the cytoplasm by the NMD pathway [25,32].

The NNS pathway requires not only Ser5P-CTD phosphorylation for Nrd1 recruitment [27] but also other posttranslational modifications of the CTD of Rpb1. Tyr1-CTD phosphorylation seems to mediate a pausing event that is critical for termination [33], probably in concert with Rtr1 Ser5P-CTD phosphatase [34,35,36], which could act also as Tyr1 phosphatase, as proposed by [35,37]. Notably, Ser7P-CTD co-localises closely with Nrd1 on CUTs, SUTs and sn(o)RNAs genes [38]. Interestingly in human cells, Ser7-CTD phosphorylation influences snRNA production in concert with the Rtr1 orthologue RPAP2 and the integrator complex [39,40,41].

Rtr1 and RPAP2 participate in RNA pol II assembly, which occurs in the cytoplasm before its nuclear import and its nuclear transport [42,43,44,45,46]. Furthermore, and specifically, Rtr1 is involved in the correct assembly of the Rpb4/7 dimer into complete RNA pol II in the cytoplasm, and its inactivation affects RNA pol II assembly and mRNA decay in *Saccharomyces cerevisiae* [42].

Assembly of eukaryotic RNA polymerases has been proposed as a sequential process involving the association of several subassembly modules in the cytoplasm prior their nuclear translocation [43,47]. The stabilization of the largest subunit of RNA pol II is facilitated by Rpb6 [48,49,50]; later, the stalk subcomplex (Rpb4/7) associates with the preassembled core enzyme [42,47]. In yeast, the assembly and transport of RNA pol II into the nucleus require the involvement of assembly and/or transport factors, many of which are conserved in human cells. In yeast, these factors encompass three GPN-loop GTPases (Npa3, Gpn2 and Gpn3), the R2TP-prefoldin-like complex, Rba50, Hsp90, Rtr1, Iwr1, Rtp1, Bud27 or Rbs1 [43]. Specifically, Rtr1 mediates the docking of Rpb4/7 to the RNA pol II core [42] and is essential for the interaction between Rpb1 and Rpb2 [46]. Furthermore, deletion of *RTR1* results in a defect in Rpb4 assembly, reduced RNA pol II transcription and increased mRNA stability [42]. Alterations in assembly factors or RNA pol II assembly lead to transcriptional abnormalities [43,51].

In this study, we investigated the effect of altering RNA pol II assembly on ncRNA transcription by using an *rpb1* mutant of *S. cerevisiae* carrying a mutation in the conserved foot domain of RNA pol II. We provide evidence that defects in RNA pol II assembly bring about a reduction in cryptic transcription, mainly of CUTs, a feature that is not influenced by the levels of its bidirectional open reading frame (ORF). We demonstrate that low levels of CUTs are not completely suppressed upon exosome inactivation, which suggests that a defect in ncRNA transcription is a consequence of the assembly defect of RNA pol II. Finally, we propose that a defect in transcription termination could account for the reduction in ncRNAs in the *rpb1* mutant.

## 2. Results

### 2.1. Altering Assembly of RNA Pol II Affects ncRNA Accumulation

In order to explore how the assembly of RNA pol II influences the transcription of ncRNAs, we used an *S. cerevisiae* strain with a mutation corresponding to the conserved foot domain of this complex called *rpb1-84*. This mutation affects the correct association of the Rpb4/7 dimer with the rest of the complex, which leads to changes in mRNA synthesis and stability [50,52].

To do so, a genome-wide RNA-Seq analysis was performed with two independent biological replicates in the *rpb1-84* mutant and its isogenic WT strain, grown at 30 °C in YPD-rich medium. 

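RNA-Seq libraries of 3′ tags (QuantSeq) from 2 replicate cultures of the *rpb1-84* strain, grown at 30 °C to an OD600 of 0.8, were analysed. The WT libraries of this comparison came from an earlier publication and are not used here, so no test of *rpb1-84* against its own WT was made. The authors removed adapters, aligned the reads to the S288C genome (R64) and counted them on annotated features, and the values are their counts without normalization. The paper's text does not name the strand setting or how reads on overlapping features were counted. Of the features counted, 5376 are ORFs, 925 CUTs, 847 SUTs, 60 sn(o)RNAs and 1526 NUTs. Another 1658 features carry no class prefix and were taken as XUTs, and 39 are other features such as tRNAs. Among the 3484 ncRNA features with at least 100 counts over all 10 libraries of the study, 39 pairs had identical counts in every library, and 26 of these pairs were a CUT and a NUT. The classes are therefore not fully separate sets of reads.

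The *rpb1-84* libraries held 3574066 and 7268211 counts (median 5421138.5). CUTs took 0.457% ± 0.00914 of the counts (SD, n = 2), SUTs 0.507% ± 9.03e-05, sn(o)RNAs 0.248% ± 0.00440 and ORFs 96.3% ± 0.151. The genotype given for this strain lists a TAP tag on *RPB4* (YJL140W, R64 chromosome X, 150961 to 151626). *RPB4* had 33 and 59 counts in the *rpb1-84* libraries. *RPB1*, listed as *RPO21* (YDL140C, chromosome IV, 205360 to 210561), is carried on a plasmid in this strain and had 10357 and 22432 counts.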

3′QuantSeq and an approach similar to the 3′T-Fill methodology were employed [53,54]. Each set of two replicates, which showed good similarity (see Supplemental Figure S1), were used to analyse the differentially expressed transcripts with the DESeq2 package of Bioconductor [55]. 

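Across all features, log2 CPM (counts scaled to library totals) of the *rpb1-84* replicates correlated with a Pearson r of 0.991, a correlation across features, which are not independent replicates. Over the 7548 features with at least 20 counts, the difference between these replicates gave a chi-square of 5.01 per feature, where counting error alone gives about 1. The spread between the *rpb1-84* cultures was therefore larger than counting error.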

The defined annotations were used to distinguish among ORFs, CUTs, SUTs and sn(o)RNAs [10]. A specific cut-off was applied to define those genes with expression differences higher than 2-fold in the mutant compared to the WT strain (consisting of the log2 fold-change of *rpb1-84* vs. a WT higher than ±1 and *p*adj < 0.1) (Figure 1A). Regarding ORFs, 76 up-regulated and 249 down-regulated genes were identified. The functional analysis of Gene Ontology (GO) categories related to the biological processes for all differentially expressed mRNAs, using Funspec software (http://funspec.med.utoronto.ca/, accessed on 29 November 2023) [56], showed functional categories that corresponded to the stress response for the up-regulated mRNAs. The functional categories related to transcription, transcription regulation and termination were identified among the down-regulated mRNAs (Table 1). Notably, these data agreed with the previous transcriptomic analysis for *rpb1-84* and a second mutant of the foot domain of RNA pol II [52].

By applying the same cut-off for ncRNA analysis, global down-regulation was identified (Figure 1). Interestingly, while only 4.6% of ORFs were down-regulated in the *rpb1-84* mutant vs. the WT strain, 32% of the annotated CUTs and 13% of SUTs were down-regulated (Figure 1B). In addition, about 12% of sn(o)RNAs also decreased. However, a similar increase of about 8% was identified for sn(o)RNAs, while a limited increase of about 1% was observed for other ncRNAs and ORFs.

As *S. cerevisiae* ncRNAs are classified according to their sensitivity to specific decay pathways [10,17,19], we investigated the accumulation of other ncRNAs. We analysed the accumulation of XUTs, described as ncRNAs detected upon the inactivation of Xrn1 exonuclease [18,23,24] and NUTs, which are Nrd1-unterminated transcripts [20] (Figure 1). As shown, the *rpb1-84* mutant displayed a 10.68% reduction in the accumulation of the annotated XUTs, while 22.9% of the total annotated NUTs decreased in relation to the WT strain (Figure 1A,B).

Furthermore, the analyses evidenced CUTs as being the most altered class of the different types of ncRNAs in the *rpb1-84* mutant in relation to the WT strain (Figure 1C). As NUTs significantly overlapped CUTs [20], and as XUTs were 3’-extended isoforms of SUTs, and some XUTs overlapped CUTs/NUTs [23,24], we cannot rule out that part of the decrease in XUTs and NUTs could be explained by the reduction in CUTs. Accordingly, we focused on CUTs and SUTs ncRNAs.

These data suggest that affecting RNA pol II assembly decreases relative ncRNA accumulation.

### 2.2. The Decrease in CUTs Seems to Be Independent of Bidirectional Transcription

It has been described that promoters exhibit bidirectionality as an inherent property and that the frequent usage of bidirectional promoters is observed for divergent transcript pairs, which involves both ncRNAs and protein-coding genes transcription [10,20].

We wondered if the promoter bidirectionality could influence the reduction in CUT accumulation. So, we analysed if the decrease in CUTs could correlate with the decrease in the expression of adjacent sense transcripts. To investigate this, we plotted the data of the gene expression between the WT and the *rpb1-84* mutant for CUTs and their corresponding adjacent ORFs (Figure 2A). The lack of correlation suggested that the drop in CUT accumulation in the *rpb1-84* mutant must not be related to an effect of bidirectional transcription.

Previous data have shown that defects in RNA pol II assembly in foot mutants lower the levels of RNA pol II occupancy in protein-coding genes [50]. Accordingly, we wondered whether the decrease in ncRNAs in the *rpb1-84* mutant could result from a differential reduction in RNA pol II occupancy in ncRNA transcription units vs. ORFs. We analysed the occupancy of RNA pol II in non-coding regions and also in their corresponding sense ORFs by chromatin immunoprecipitation using a Rpb1 antibody in the WT and *rpb1-84* mutant cells. As shown in Figure 2B, similar lower levels of RNA pol II occupancy were observed for each pair: CUT474 -*LYS20* (sense ORF) and SUT228 -*PIR1* (sense ORF) for the *rpb1-84* mutant. These data suggest that the decrease in ncRNA accumulation in relation to the mRNAs in the foot mutant did not result from the differential RNA pol II occupancy in these type of transcription units. In addition, we analysed Rpb1 occupancy in some sn(o)RNAs transcription units (snR5, snR13 and snR82), which displayed similar behaviour.

Based on the ChIP experiments, which revealed a general reduction in Rpb1 occupancy in the *rpb1-84* mutant compared to the WT strain, we speculated about the existence of additional mechanisms that govern the reduction in ncRNA accumulation in the *rpb1-84* mutant, which could be independent of RNA pol II occupancy in transcription units.

### 2.3. The Decrease in ncRNA Transcription Observed in the rpb1-84 Mutant Does Not Appear to Result from a Malfunction of Nuclear Exosome

As cryptic transcripts are eliminated from the cell by the nuclear exosome [57], we wondered whether the decrease in ncRNAs, provoked by affecting the RNA pol II assembly, could depend on nuclear exosome function.

Therefore, we set out to analyse the effect of inactivating this pathway on the accumulation of ncRNAs in the *rpb1-84* mutant by deleting the *RRP6* gene coding for the Rrp6 subunit of the nuclear exosome [19]. For this purpose, the RNA-Seq for the *rpb1-84 rrp6∆* double mutant, the *rrp6∆* single mutant and their isogenic WT strain was also performed using the same workflow as that employed for the *rpb1-84* mutant (the similarity of replicates is shown in Supplemental Figure S1). 

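The *rrp6* experiment has 6 libraries, 2 each of the WT, *rrp6∆* and *rpb1-84 rrp6∆* strains, made and counted like those of the *rpb1-84* strain. The WT libraries held 3165891 and 2727771 counts (median 2946831), the *rrp6∆* libraries 5601935 and 5586072 (median 5594003.5) and the *rpb1-84 rrp6∆* libraries 5487358 and 4300462 (median 4893910). Replicates of 1 strain correlated across features with r = 0.988 for WT, 0.993 for *rrp6∆* and 0.993 for *rpb1-84 rrp6∆*, and their chi-square per feature was 1.46, 4.31 and 2.61.

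The deleted gene was checked first. *RRP6* (YOR001W, chromosome XV, 326832 to 329033) had 572 and 548 counts in the libraries labelled *rrp6∆*, 290 and 176 in those labelled *rpb1-84 rrp6∆* and 231 and 171 in WT. A count per gene does not show where in *RRP6* the 3′ tags lie, so these counts do not check the deletion.

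Counts were fitted together over the 6 libraries with edgeR's quasi-likelihood model after TMM scaling over all transcripts. Transcripts with too few counts were removed by filterByExpr, which left 9197, and p-values were adjusted over these by the Benjamini-Hochberg method. The biological coefficient of variation was 0.0611. A transcript was called changed by the paper's thresholds, an absolute log2 fold change above 1 and an adjusted p below 0.1. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot give a p below 0.333. Each class was also tested against ORFs as a set with limma's camera at a preset correlation of 0.01, in a family of 25 tests over all comparisons. This preset form takes its degrees of freedom from the number of transcripts. Its very small p-values therefore do not measure the spread between the 2 cultures of a strain. The form with an estimated correlation takes them from the libraries. All the class tests of this experiment but that of sn(o)RNAs in the double mutant against *rrp6∆* (p = 0.0525) also passed 0.05 with an estimated correlation. Limma's fry, which tests a class against no change and not against ORFs, gave a p below 0.05 for each class in each of these comparisons.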

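In the *rrp6∆* libraries, CUTs took 3.44% ± 0.162 of all counts (SD, n = 2) against 0.503% ± 0.0104 in WT (n = 2), a ratio of 6.85. SUTs took 1.22% ± 0.0130 against 0.534% ± 0.00780, a ratio of 2.28. Both *rrp6∆* libraries lay above both WT libraries for either class (exact permutation test, two-sided p = 0.333, the smallest possible). Of the 858 CUTs tested, 714 were called higher and 4 lower, so that 77.2% of the annotated CUTs rose. Their median log2 fold change was 2.51 (quartiles 1.47 and 3.36), and 2.51 again with the 15 CUTs at 0 counts in WT set to the bound that 3 counts allow. Of the 643 SUTs tested, 286 were called higher and 8 lower, or 33.8% of the annotated SUTs higher, with a median of 0.82. Relative to the ORF median, the CUT median was 3.00 (limma camera adjusted p = 1.79e-99) and the SUT median 1.30 (adjusted p = 6.56e-46). With an estimated correlation the camera p was 0.000286 for CUTs and 4.21e-05 for SUTs. The median over CUTs was above 0 in all 4 pairs of libraries, from 2.27 to 2.38, and over SUTs from 0.76 to 0.81.

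Among ORFs, 216 were called higher and 595 lower, with a median of −0.48. This split depended on the scaling. With TMM factors from ORFs only, 391 ORFs were higher and 70 lower, and the calls rose to 760 CUTs and 398 SUTs, the largest change under any planned setting. With total counts, 308 ORFs were higher and 151 lower.

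CUT308 had 541 and 393 counts in the *rrp6∆* libraries and none in WT, which makes it at least 132-fold higher (3 counts over the WT group). In the same way CUT920 was at least 38.7-fold higher, CUT338 at least 17.4-fold and SUT454 at least 8.19-fold. SUT312 was at least 5.65-fold higher and SUT754 at least 4.80-fold.

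**Figure D1:**
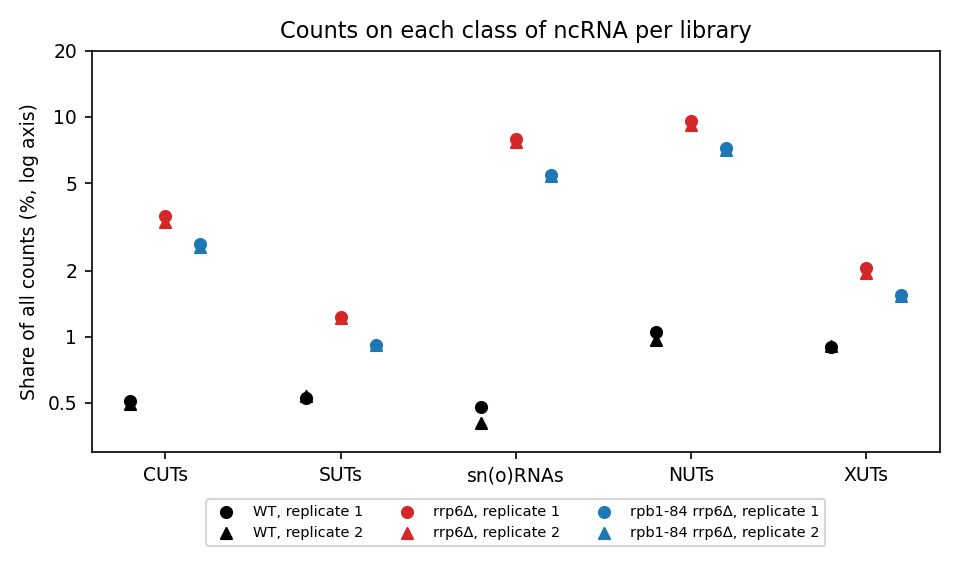
Share of all counts on each class of ncRNA (percent, log axis) in each library of the *rrp6* experiment, with 1 point per library. Both *rrp6∆* libraries lie above both WT libraries in every class, with CUTs at a mean of 3.44% against 0.503%, and both *rpb1-84 rrp6∆* libraries lie between them.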

As Figure 3A (and Supplemental Figures S2 and S3) depicts, as expected, the deletion of the *RRP6* gene led to a general increase in CUT and SUT accumulation compared to its isogenic WT strain [19]. Similar results were obtained for sn(o)RNA. In addition, the *rpb1-84 rrp6∆* double mutant also displayed a general increase in ncRNA accumulation vs. the WT strain as a consequence of the *rrp6∆* mutation with a slight drop in median levels compared to the *rrp6∆*/WT analysis (2.992 vs. 3.1411 for CUTs and 1.930 vs. 2.026 for SUTs). However, notably, a significant drop in ncRNA accumulation in the *rpb1-84 rrp6∆* double mutant strain compared to the *rrp6∆* single mutant was observed. This decrease corresponded to 11.5% of the annotated CUTs and 9% of the annotated SUTs. 

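Sn(o)RNAs took 7.80% ± 0.178 of the counts in *rrp6∆* (SD, n = 2) and 0.443% ± 0.0524 in WT (n = 2), a ratio of 17.6. A count per feature does not separate mature sn(o)RNAs from their precursors. The paper describes these precursors as given a short poly(A) tail and trimmed by the exosome. A rise of mature sn(o)RNAs is therefore not shown by these counts. All 59 sn(o)RNAs tested had an adjusted p below 0.1, and 54 were called higher and none lower, 90% of those annotated. Their median log2 fold change was 4.48, or 4.97 relative to the ORF median (limma camera adjusted p = 6.38e-99; p = 0.00569 with an estimated correlation). The largest changes were at a feature that names both snR73 and YMR013W-A (7.75, standard error 0.176), at snR64 (6.94) and at snR128 (6.80). WT replicates differed widely at these genes, with 186 and 34 counts at snR128, where leaving out 1 library gave log2 fold changes from 6.12 to 8.36.

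Of the sn(o)RNAs that the paper names, snR5 (R64 chromosome XV, 842403 to 842606) rose from 7.56 ± 0.833 to 314 ± 8.35 normalized CPM, a log2 fold change of 5.36. For snR13 (chromosome IV, 1402919 to 1403042) it was 6.75. For snR82 (chromosome VII, 316788 to 317055), with 2 and 6 counts in WT, it was 1.67 (adjusted p = 0.0035 from edgeR). This call rested on few counts and was lost without WT replicate 1 (0.98, adjusted p = 0.141 from edgeR).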

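Against WT, the *rpb1-84 rrp6∆* double mutant had 638 CUTs called higher and 7 lower, or 69.0% of the annotated CUTs higher. For SUTs the numbers were 219 and 36, with 25.9% of the annotated SUTs higher, and for sn(o)RNAs 53 and 1. The median log2 fold change over the tested transcripts was 2.29 for CUTs, 0.44 for SUTs and 3.92 for sn(o)RNAs, each below the median of *rrp6∆* against WT. With the CUTs that had no counts in WT at their bound, the CUT median was 2.26. Taken relative to the ORF median, which was −0.34, the medians were 2.63 for CUTs (limma camera adjusted p = 1.37e-62), 0.78 for SUTs (adjusted p = 2e-19) and 4.26 for sn(o)RNAs (adjusted p = 1.72e-74). With an estimated correlation the camera p was 0.000568 for CUTs, 0.000165 for SUTs and 0.00848 for sn(o)RNAs. In this comparison 220 ORFs were called higher and 477 lower, and 362 and 137 with scaling from ORFs only.

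CUTs took 2.60% ± 0.0487 of the counts of the double mutant (SD, n = 2), SUTs 0.920% ± 0.00210 and sn(o)RNAs 5.43% ± 0.0408. These shares were 5.17, 1.72 and 12.2 times those of WT. CUT308 was at least 30.5-fold higher than WT, CUT920 at least 21.8-fold, CUT338 at least 13.8-fold and SUT454 at least 16.3-fold (3 counts over the WT group). SUT568 was at least 2.84-fold higher and SUT754 at least 2.31-fold, both from 16 counts or fewer. SUT568 passed the filter on low counts only when all 6 libraries were fitted or a WT or the second double mutant library was left out. The sn(o)RNAs with the largest change were snR128 (6.59), snR48 (6.36) and the snR73 feature (6.29). With single libraries left out in turn, these ranged from 5.92 to 8.16, from 5.64 to 8.35 and from 5.73 to 7.41.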

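Between the double mutant and *rrp6∆*, the median log2 fold change was −0.26 over CUTs, −0.33 over SUTs and −0.52 over sn(o)RNAs, while that over ORFs was 0.14. Of the 858 CUTs, 70.3% had a log2 fold change below 0. Relative to the ORF median, CUTs fell by 0.40 (limma camera adjusted p = 2.51e-13), SUTs fell by 0.47 (adjusted p = 4.51e-13) and sn(o)RNAs fell by 0.66 (adjusted p = 7.74e-21). With an estimated correlation the camera p was 0.00665 for CUTs, 0.000318 for SUTs and 0.0525 for sn(o)RNAs. The class medians were below 0 in all 4 pairs of libraries, from −0.28 to −0.20 for CUTs and from −0.31 to −0.27 for SUTs, with a replicate SD of 0.0447 and 0.0318. The shares of counts fell to 0.755 of the *rrp6∆* share for CUTs, 0.754 for SUTs and 0.696 for sn(o)RNAs, and in each class both double mutant libraries lay below both *rrp6∆* libraries (exact permutation test, two-sided p = 0.333).

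In this comparison 13 sn(o)RNAs were called lower, 21.7% of those annotated, and none was called higher. The largest decreases were at snR66 (−1.85), snR76 (−1.69) and the snR73 feature (−1.47). Of the sn(o)RNAs named in the paper, snR13 changed from 780 ± 63.0 to 287 ± 12.8 normalized CPM (SD, n = 2 each), with a log2 fold change of −1.44 (standard error 0.0888, adjusted p = 2.02e-15 from edgeR). That of snR5 was −0.17 (adjusted p = 0.0938 from edgeR). For snR82 it was −0.017 (adjusted p = 0.969 from edgeR), and its sign changed with the library left out (−0.30 to 0.24).

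Among ORFs, 109 were called higher and 101 lower. With scaling from ORFs only these numbers were 57 and 155, and with total counts 59 and 153. The ORFs with the largest increases were *SNO1* (YMR095C, 3 counts in *rrp6∆*, ratio 10.1 with a 95% counting interval from 3.06 to 52.2), *SPO1* (2.31, and 1.92 to 2.57 with single libraries left out in turn) and *GYP5* (2.08, and 1.64 to 2.74, from 29 and 13 counts in *rrp6∆*). The largest decreases were at *FET3* (−4.28), at YIR043C (2 counts in the double mutant, ratio 0.0740, 0.00861 to 0.289) and at YGL072C (−3.46).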

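In the double mutant, 107 CUTs were called lower than in *rrp6∆* and 12 higher, so that 11.6% of the 925 annotated CUTs fell. Of the SUTs, 79 were called lower and 8 higher, 9.33% of the 847 annotated. Scaling from ORFs only moved these counts most among the planned settings, to 140 CUTs and 113 SUTs, which included all 107 CUTs and all 79 SUTs. DESeq2, the tool named in the paper, called 88 CUTs and 60 SUTs lower, of which 87 and 57 were among those called by edgeR. When 1 library was left out, at least 86 of the 107 CUTs and 49 of the 79 SUTs were called again, both without replicate 2 of the double mutant.

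CUT599 had 40.5 ± 4.33 normalized CPM in *rrp6∆* and 3.09 ± 0.574 in the double mutant (SD, n = 2 each), a log2 fold change of −3.72 (standard error 0.210, adjusted p = 2.44e-16 from edgeR). Next came CUT379 (−2.66) and CUT627 (−2.63). For CUT379, leaving out 1 library gave −3.43 to −2.24. Among SUTs, the largest decreases rested on few counts. SUT831 had 3 and 1 counts in the double mutant against 24 and 15, SUT085 had 3 and 2 against 26 and 22, and SUT063 had 5 and 2 against 35 and 31. As a ratio with its 95% counting interval, SUT831 was at 0.129 of *rrp6∆* (0.0335 to 0.358).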

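NUTs took 1.01% ± 0.0610 of the counts in WT, 9.37% ± 0.291 in *rrp6∆* and 7.11% ± 0.114 in *rpb1-84 rrp6∆* (SD, n = 2 each). The features taken as XUTs took 0.901% ± 0.00836, 2.00% ± 0.0677 and 1.54% ± 0.00514. In *rrp6∆* against WT, 1105 NUTs were called higher and 3 lower (median log2 fold change 2.14), and 572 XUTs were higher and 9 lower (1.20). In the double mutant against WT, 962 NUTs were higher and 16 lower (1.80), and 469 XUTs were higher and 49 lower (0.89).

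In the double mutant against *rrp6∆*, 154 NUTs were called lower and 28 higher, 10.1% of the annotated NUTs lower, with a median of −0.30. For XUTs these numbers were 137 and 21, or 8.26% lower, with a median of −0.27. Relative to the ORF median, NUTs fell by 0.44 (limma camera adjusted p = 6.9e-16) and XUTs fell by 0.41 (adjusted p = 3.68e-11). All 4 pairs of libraries gave a median below 0 for both classes. Some NUTs share their reads with a CUT, so the classes are not independent of each other.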

We also analysed the accumulation of XUTs and NUTs, and found a similar profile to that shown for CUTs and SUTs (Supplementary Figures S2 and S3).

Furthermore, the RNA-seq results were corroborated by analysing some selected transcripts by RT-qPCR (Figure 3B). 

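The transcripts selected for RT-qPCR had these values in the RNA-Seq libraries of *rrp6∆* and the double mutant (TMM-normalized CPM, SD, n = 2 each). The RT-qPCR of the paper was scaled to rRNA, so its values and these are not on the same scale. SUT240 went from 135 ± 0.768 to 92.1 ± 7.37, a log2 fold change of −0.55 (standard error 0.0975, adjusted p = 2.46e-05 from edgeR). SUT228 went from 49.5 ± 4.88 to 41.3 ± 5.81, or −0.27 (edgeR adjusted p = 0.0752). CUT638 went from 50.2 ± 2.70 to 39.4 ± 1.01, or −0.35 (edgeR adjusted p = 0.0179). CUT474 went from 100 ± 11.0 to 122 ± 11.3, or 0.28 (edgeR adjusted p = 0.0226).

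None of the 4 changed beyond 2-fold. With 1 library left out, the log2 fold change ran from −0.63 to −0.46 for SUT240, from −0.40 to −0.12 for SUT228, from −0.41 to −0.30 for CUT638 and from 0.18 to 0.40 for CUT474. The adjusted p of SUT228 rose to 0.398 without *rrp6∆* replicate 1 and to 0.596 without double mutant replicate 1, and with DESeq2 it was 0.295. For CUT638 it rose to 0.106 and 0.126 without these libraries and was 0.166 with DESeq2. For CUT474 it rose to 0.222 without *rrp6∆* replicate 1 and to 0.217 without double mutant replicate 2. CUT474 stayed above 0 with scaling from ORFs only, at 0.14 (adjusted p = 0.266), and with DESeq2 its adjusted p was 0.199. The sense ORF of CUT474, *LYS20* (YDL182W, R64 chromosome IV, 133437 to 134723), had a log2 fold change of 0.97, and that of SUT228, *PIR1* (YKL164C, chromosome XI, 141794 to 142819), of 0.34.

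**Figure D2:**
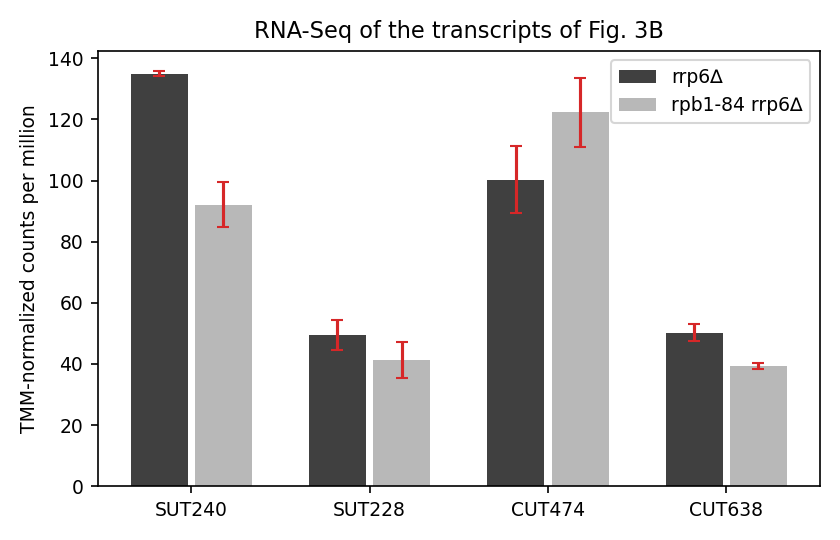
TMM-normalized CPM of the transcripts of Fig. 3B in *rrp6∆* and *rpb1-84 rrp6∆* (bars, mean of 2 libraries; error bars, SD). The mean falls from 135 to 92.1 for SUT240 and rises from 100 to 122 for CUT474.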

Note that cryptic transcripts are often rapidly degraded, which leads to very low transcript levels under normal growth conditions [19]. Consequently, the analysis of ncRNAs in the *rpb1-84* single mutant and the WT cells led to less consistent results, which are not shown.

Taken together, these results suggest that the decrease in ncRNA accumulation in the *rpb1-84* mutant did not mainly depend on a defect in the nuclear exosome function.

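The termination factors of the NNS pathway had these log2 fold changes in the double mutant against *rrp6∆*. For *NRD1* (YNL251C, R64 chromosome XIV, 172588 to 174315) it was −0.15 (standard error 0.0855, adjusted p = 0.158 from edgeR), for *NAB3* (YPL190C) 0.33 (adjusted p = 0.00503) and for *SEN1* (YLR430W) −0.20 (adjusted p = 0.0614). The *NAB3* value ranged from 0.17 to 0.53 with single libraries left out in turn. In DESeq2 fits chosen after the values were seen its adjusted p was 0.171 without NUTs and XUTs in 6 libraries, 0.226 on ORFs and CUTs and 0.188 on ORFs and SUTs. In the same order *NRD1* was at −0.25 (DESeq2 adjusted p = 0.0693), −0.29 (0.0218) and −0.27 (0.0328). *SEN1* was at −0.30 (0.0182), −0.34 (0.00327) and −0.32 (0.0054). Fits of 4 libraries, without NUTs and XUTs or on all features, gave *NRD1* adjusted p of 0.161 and 0.472. There *SEN1* had 0.0696 and 0.277, and *NAB3* 0.0987 and 0.0259. Against WT, *NRD1* was higher by 1.46 in *rrp6∆* and by 1.31 in the double mutant. Of the Pol II subunits, *RPB1* changed by 0.11 between the double mutant and *rrp6∆*, *RPB4* by 0.33, *RPB6* (YPR187W) by −0.020 and *RPB7* (YDR404C) by −0.70 (edgeR adjusted p = 0.0530, DESeq2 adjusted p = 0.240). *RPB7* rests on 26 and 15 counts against 52 and 32, and ranged from −0.98 to −0.34 with single libraries left out. For *RTR1* (YER139C) the change was 0.24 (adjusted p = 0.298), and for *RRP6* −0.94 in the libraries so labelled. From the lower ncRNA levels that remain in the double mutant when Rrp6 is missing, the paper proposes that the decrease in the *rpb1-84* mutant does not depend mainly on the nuclear exosome.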

### 2.4. Correcting RNA Pol II Assembly Overcomes the Decrease in Pervasive Transcription

The defect in the correct assembly of RNA pol II in foot mutants is overcome with *RPB6* overexpression as it allows correct assembly of the dimer Rpb4/7 to the rest of the enzyme [50]. Therefore, we wondered whether the correction of the assembly of the RNA pol II by the increased dose of the Rpb6 subunit was sufficient to restore the levels of the ncRNAs in the *rpb1-84* mutant. We firstly analysed the effect of *RPB6* overexpression on the growth phenotype of the *rpb1-84 rrp6∆* double mutant and the *rrp6∆* single mutant at different temperatures. As shown in Figure 4A, the temperature sensitivity phenotype of the *rpb1-84 rrp6∆* double mutant was partially suppressed with *RPB6* overexpression, as previously described for the *rpb1-84* single mutant [50], while no additional positive effect on *rrp6∆* single mutant was observed. These data indicated that *RPB6* overexpression corrected the growth of the *rpb1-84* single mutant, but did not seem to affect the growth of the *rrp6∆* mutant.

To investigate the effect of *RPB6* overexpression on ncRNA accumulation, we performed RT-qPCR experiments in both the *rpb1-84 rrp6∆* double mutant and the *rrp6∆* single mutant containing a plasmid that allows *RPB6* overexpression or an empty plasmid as a control and analysed two SUTs and two CUTs transcription units. As shown in Figure 4B, the levels of ncRNAs were restored by *RPB6* overexpression in the *rpb1-84 rrp6∆* double mutant. These data suggested that overcoming the correct RNA pol II assembly was sufficient to suppress the pervasive transcription alteration.

The assembly defect of the *rpb1-84* mutant leads to an incorrect association of the Rpb4/7 dimer with the rest of the complex [50,52]. Therefore, to gain insights, we investigated whether lack of Rpb4 could affect ncRNA transcription. For this purpose, RNA-Seq analyses were performed for an *rpb4∆* mutant and its isogenic WT strain under the same conditions described above for the other strains used (Supplementary Figure S1 showed the similarity of replicates). 

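The *rpb4∆* libraries are 2 replicates made and counted as described for the *rpb1-84* strain, and held 1931628 and 1415496 counts (median 1673562), the lowest depth of the study. Their WT libraries came from an earlier publication and are not used here, so no test against that WT was made. The deleted gene was nearly absent, since *RPB4* had 7 and 4 counts. CUTs took 0.331% ± 0.00465 of the counts (SD, n = 2), SUTs 0.373% ± 0.00372 and sn(o)RNAs 0.184% ± 0.0152. The replicates correlated with r = 0.982 across features, with a chi-square of 2.43 per feature over the 5317 features with at least 20 counts.

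Some markers in these libraries differ from the genotype in their labels, which names a *MAT*a strain without *MET15*, *LEU2* and *URA3* and does not list a change in *LYS2*. *LEU2* had 27 and 17 counts, 0.322% of the median of the 8 other libraries by CPM (counts scaled to library size), and *URA3* 1 and 0, as the label states. *MET17*, the standard name of *MET15*, had 269 and 210 counts and *LYS2* had 3 and 1. The **a**-specific *STE2* had 3 and 1 counts, and the α-specific *STE3* had 142 and 106. *SAG1*, also α-specific, had 175 and 118 counts. By CPM, *STE2* was at 33.6%, *STE3* at 50.4% and *SAG1* at 11.5% of the median of the 8 other libraries. In both libraries *STE3* and *SAG1* had more counts than *STE2*, which argues against the *MAT*a of the label. The low *SAG1*, however, goes against a plain α reading. The pheromone genes do not decide the mating type, since *MF(ALPHA)1* had 1 and 1 counts and *MFA1* 1 and 0, and *MF(ALPHA)1* had a median of 1.29 CPM in the other libraries, whose labels name α strains. The values are therefore those of the libraries labelled *rpb4∆*.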

The analysis of ncRNAs evidenced no major alteration to the *rpb4∆* mutant in relation to the WT isogenic strain, except for SUTs (Figure 4C and Supplementary Figure S4). These data indicate that the absence of Rpb4 does not significantly affect ncRNA accumulation.

### 2.5. The Drop in the ncRNA Levels in the rpb1-84 Mutant May Be Linked with the Alteration in ncRNA Transcription Termination

The role of Ser5P-CTD phosphatase Rtr1 in preventing the premature termination of ncRNAs by attenuating Nrd1-dependent transcription termination has been recently reported [37]. In fact, the *rtr1∆* mutant significantly down-regulates ncRNAs, which suggests increased termination at non-coding genes [37]. We have previously shown a genetic interaction between the *rtr1∆* mutant and the mutants of the foot domain of RNA pol II, including *rpb1-84* [50]. Accordingly, we hypothesise that the assembly defect of the *rpb1-84* mutant could affect ncRNA termination, leading to the increase in NNS transcription termination dependent on Rtr1. This assumption is based on the similar phenotypes observed for *rpb1-84* and *rtr1∆,* showing down-regulation of non-coding transcription [37].

As it has been proposed that Rtr1 could dephosphorylate Tyr1-CTD of Rpb1 [35], and as Tyr1-CTD phosphorylation has been linked with the transcription termination of ncRNAs mediating a pausing event critical for termination via the NNS pathway [33,58], we aimed to explore the phosphorylation of the Tyr1-CTD residues in the *rpb1-84* mutant in relation to its isogenic WT strain. For this purpose, we used the chromatin-enriched fractions protocol (yChEFs) and analysed chromatin-bound proteins by western blotting. As shown in Figure 5A, the Tyr1P/Rpb1 ratio in the *rpb1-84* mutant significantly increased compared to the WT strain. This increase in Tyr1P levels could increase the termination of ncRNA transcription in *rpb1-84*, consequently reducing the amount of ncRNAs.

The recruitment of the human Rtr1 orthologue, RPAP2, to snRNAs is facilitated by Ser7 phosphorylation [41], and it influences the expression of certain snRNAs [39,40,41]. It has also been proposed that Nrd1 co-localises with Ser7P in ncRNAs in *S. cerevisiae* [38]. Accordingly, we also analysed the phosphorylation of the Ser7-CTD residues in the *rpb1-84* mutant in the same samples used above. The western blot analysis of whole-cell extracts and chromatin-enriched fractions also evidenced a significant increase in Ser7P in the *rpb1-84* mutant (Figure 5A). These data collectively suggest that an altered CTD phosphorylation pattern (Tyr1P and Ser7P) could be related to the deregulation of the ncRNA expression in the foot mutant.

Furthermore, the analysis of the biological functional categories of differentially expressed genes in the *rpb1-84* mutant cells in relation to WT cells (Table 1) identified a group of mRNAs related to ncRNA transcription termination associated with the nuclear exosome. Particularly, mRNA encoding the Nrd1 subunit of the NNS complex decreased in the *rpb1-84* mutant cells (about 2-fold). Therefore, we analysed the amount of Nrd1 associated with chromatin in both the WT and *rpb1-84* mutant strains by using a Nrd1-TAP allele. However, as observed in Figure 5B, no differences in Nrd1 were found. Furthermore, Nrd1 did not seem to vary in whole-cell crude extracts, which indicates no correlation with the alteration observed during the transcriptomic analysis. In any case, we cannot rule out the possibility of partial alterations in Nrd1 occupancy in specific transcriptional units.

Collectively, these findings indicate that the assembly defect in RNA pol II provoked by the foot mutation can potentially lead to deficiencies in transcription termination during ncRNA transcription.

## 3. Discussion

This work provides evidence for the effect of altering the correct assembly of RNA pol II in the expression of ncRNAs using the *rpb1-84* mutant of Rpb1 of RNA pol II.

The *rpb1-84* mutation resides within the conserved foot domain of the major subunit of RNA pol II, Rpb1 [59], and affects the assembly of the enzyme by altering the correct association of subunit Rpb6 and dimer Rpb4/7. Altering the assembly of RNA pol II impacts transcription, which leads to a drop in mRNA levels and a general reduction in RNA pol II occupancy [50]. Similar defects in transcription have also been reported for the mutants lacking Rpb4 [52,60] or for the mutants of *RPB6*, which also affects Rpb4/7 association [61]. In agreement with the defects in mRNA expression previously reported for the foot mutant from macroarray experiments [52], our new analyses by RNA-Seq showed similar functional GO categories being altered.

Notably, our results by RNA-Seq evidenced that altering RNA pol II assembly also caused a significant down-regulation of the ncRNAs in the *rpb1-84* mutant, which was maximal for the transcripts resulting from pervasive transcription, CUTs and SUTs [10]. These data indicate that affecting RNA pol II assembly leads to many consequences in the transcription mediated by this complex. Our data also revealed a major decrease in XUTs and NUTs. However, NUTs have been suggested to be extended isoforms of CUTs and other non-coding RNAs [20], and some XUTs might overlap CUTs/NUTs [23,24]. Thus, we cannot rule out that the defect in these kinds of ncRNAs could be the result of the drop in CUT accumulation. Nor can we exclude the notion that the marked decrease in CUTs could overshadow the detection of other non-coding transcripts.

In *S. cerevisiae*, the ncRNAs that results from pervasive transcription are very low cellular abundance RNAs, particularly CUTs [10,19], and they are usually detected following the depletion of the RNA surveillance machinery that stabilises them [9,10,17,18,19]. The deletion of nuclear exosome subunits, TRAMP complex subunits and cofactors, termination NNS complex subunits and cytoplasmic exonuclease Xrn1 specifically results in an up-regulation of the different types of pervasive transcripts [10,17,18,19,23,24,31,62,63,64]. However, interestingly, the foot mutation that alters the RNA pol II assembly led to a general decrease in ncRNAs, which was clearly observed by the RNA-Seq analysis, and the inactivation of the Rrp6 subunit of the nuclear exosome in the *rpb1-84* mutant did not completely compensate for the reduction in ncRNAs. All this suggests that additional mechanisms are involved in the transcription of these types of RNAs in this mutant. It is worth noting that there are a few described conditions that bring about a drop in cryptic transcription [37,63]. Of these, one is interestingly a decrease in ncRNAs for the *rtr1∆* mutant that lacks Ser5-CTD phosphatase Rtr1 [37]. These features might be connected because a functional relation has been reported for Rtr1 and the assembly of RNA pol II [42,50] (see below).

RNA pol II assembly defects in the *rpb1-84* mutant are suppressed by *RPB6* overexpression [50]. In line with this, the increased Rpb6 dose restored the accumulation of ncRNAs, which supports the hypothesis that the reduction of ncRNAs in foot mutant *rpb1-84* is related to a defect in RNA pol II assembly. Although the defect in RNA pol II assembly in foot mutants alters the correct association of the Rpb4 subunit with the rest of the enzyme [42,50], the deletion of *RPB4* alone does not lead to a general reduction in non-coding RNA accumulation. This suggests that the decrease in ncRNAs does not seem to depend mainly on the absence of Rpb4. Accordingly, we cannot speculate that other elements are important for ncRNA transcription, which depends on correct RNA pol II assembly.

Most yeast promoters are bidirectional, which results in divergent transcript pairs that encompass both non-coding transcripts and protein-coding genes [10,20]. Furthermore, around 90% of pervasive transcripts share the 5′ NFR with a protein-coding transcript [10]. However, our data evidenced no correlation between ncRNA and ORF transcription with promoter bidirectionality. Furthermore, despite the fact that foot mutants exhibit a global reduction in RNA pol II occupancy to transcription units [50], we did not find this to be differential between the CUT transcription units and their bidirectional protein-coding gene. However, given the close proximity and potential overlap of divergent transcript pairs, the sensitivity of the chromatin immunoprecipitation technique might not be adequate for distinguishing between pervasive transcripts and their bidirectional ORFs. Based on our data and those of others who have demonstrated that either affecting the association of Rpb4 with RNA pol II or deleting *RPB4* display reduces Rpb4-mRNA imprinting, which leads to increased mRNA stability [52,65,66], we cannot rule out differential stability mechanisms operating for ncRNAs and mRNAs when RNA pol II assembly is altered.

Our data suggest a possible defect in the transcription termination of ncRNA transcription that could be related to Ser5-CTD phosphatase Rtr1, which has been shown to prevent premature termination via the NNS pathway [37]. Several pieces of evidence support this hypothesis. Firstly, Rtr1, has been described to influence Rpb4 assembly in complete RNA pol II [42], and foot mutants show an assembly defect of the Rpb4/7 dimer [50]. The location of the Rpb4/7 dimer near the CTD of the Rpb1 subunit is potentially important for its interaction with termination factors, such as Seb1 in *S. pombe* and its homologue in *S. cerevisiae*, namely the Nrd1 termination factor [67,68]. Secondly, foot mutants in combination with *RTR1* deletion are lethal [50]. Thirdly, Rtr1 has been proposed to act as the Tyr1P phosphatase of the CTD [35], and Tyr1 has been reported as being crucial for efficient ncRNAs termination via the NNS-mediated termination pathway [33]. In agreement with this, the *rpb1-84* mutant displays high Tyr1 phosphorylation levels in relation to its WT strain. Fourthly, the Rtr1 human orthologous RPAP2 has been related to the efficient transcription of non-coding RNAs, and the recruitment of RPAP2 to snRNAs is facilitated by the Ser7 phosphorylation of the CTD of Rpb1 [40]. Interestingly, foot mutants showed high Ser7 phosphorylation levels.

As previously mentioned, ncRNA transcription termination in yeast is mediated by the Nrd1-Nab3-Sen1 (NNS) pathway [27]. Interestingly, our Gene Ontology analysis of *rpb1-84* showed the down-regulation of the functional categories related to this termination pathway. Accordingly, an *rtr1∆* mutant displayed low *NRD1* mRNA levels [37]. Interestingly, as indicated above, the deletion of *RTR1* resulted in reduced ncRNA accumulation [37], similarly to that observed for the *rpb1-84* mutant. Furthermore, the human orthologue of Rtr1, RPAP2, which is knocked down by RNAi, also decreased the expression of snRNAs [40].

Nrd1 recruitment has been linked with Ser5 phosphorylation [27,33,68]. According to the role of Ser5 phosphatase [34,35,36], it has been proposed that the increased Ser5P RNA pol II CTD levels in *rtr1Δ* cells may facilitate the marked activity of the NNS-dependent termination pathway by reducing cellular ncRNA abundance [37]. In agreement with this, foot mutants also increase Ser5 phosphorylation [50]. Due to the role of Rtr1 as Tyr1P-CTD phosphatase [35] and the relation between RPAP2 and Ser7P in human cells [40], we are tempted to speculate additional mechanisms for Rtr1 to participate in NNS transcription termination, which could be related to Tyr1 and Ser7 phosphorylation. Accordingly, Nrd1 co-localises with Ser7P on ncRNA transcription units, including CUTs, SUTs and sn/snoRNAs [38], and its human orthologue, RPAP2, needs Ser7P for its recruitment to snRNA [40].

Tyr1 is necessary to display a pausing event for efficient NNS termination [33]. Furthermore, the mutations that convert Tyr1 into a non-phosphorylatable residue, such as the Y1F mutant, result in non-coding readthrough [33], which provokes a notable increase in both CUTs and SUTs. This coincides with decreased Nrd1 occupancy at the target promoters [69]. Accordingly, the increased Tyr1P of the *rpb1-84* mutant could potentially enhance NNS function and, consequently, reduce the pool of ncRNAs as a result of increased transcription termination. However, although we did not find any differences in the global amount of Nrd1, we cannot rule out that this might be observed for specific transcription units.

Our findings could potentially enhance the understanding of various human diseases. For instance, it has been described that recurrent somatic mutations in human RPB1 have been related with meningiomas [70] and pathogenic germline mutations in RPB1, some of them altering RNA pol II assembly and/or CTD length, leading to neurodevelopmental disorder [71,72]. In addition, the analysis and function of ncRNAs in human diseases represent a burgeoning field of study (reviewed in [73]). In humans, ncRNAs have been identified as significant biomarkers and mediators of cardiovascular diseases such as atherosclerosis, aneurysms and valvulopathies [74,75]. Furthermore, dysregulation of various lncRNAs plays a pivotal role in various diseases, including psoriasis [76]; different cancers like gastric, ovarian or liver cancer [77,78,79,80]; neurodegenerative diseases like amyotrophic lateral sclerosis [81] or recent COVID-19 (reviewed in [73,75]). Based on all this data, we can assert that understanding how proper RNA pol II assembly influences ncRNA transcription will enhance our understanding of certain human diseases.

In summary, we suggest that influencing RNA pol II assembly, particularly through the foot mutation, may impact ncRNA termination through the NNS pathway, likely by affecting the correct function of Rtr1, CTD phosphorylation and, possibly, by interacting with other components. Finally, further studies are necessary to uncover the mechanisms that lie behind the outcomes of RNA pol II alterations on ncRNA transcription and to identify additional elements that play a role in this process. It is important to note that altering the assembly of RNA pol II can have a broad effect on transcription, making it challenging to adequately study the specific transcription of non-coding RNAs or messenger RNAs.

## 4. Materials and Methods

### 4.1. Yeast Strains, Plasmid, Genetic Manipulations and Media

Common yeast media, growth conditions and genetic techniques were employed as previously described [82]. Yeast strains and plasmids are listed and briefly described in Supplementary Tables S1 and S2.

Strains containing the *rpb1-84* mutation along with their respective wild-type isogenic strains are derived from the wild-type strain GR21-2d (Gift from P. Thuriaux). This strain carries the deletion of *RPB1* gene, which is expressed from a 2 μm plasmid. Specific genotypes of the strains, their origin and other relevant details are listed in Supplementary Table S1.

Specifically, strain YFN542 contains the *rrp6∆::KanMX4* allele and was obtained by chromosomal integration in strain Gr21-2d of the corresponding PCR product amplified by using the genomic DNA from strain Y01777 (Euroscarf, Germany) with oligonucleotides Rrp6-501 and Rrp6-301 (Table S3) as templates. Strains YFN543 and YFN545 were derived from YFN542 through plasmid shuffle exchange employing plasmids pYEB220 and pYEB220-84, as described elsewhere [50]. Strain YFN471, containing an *rpb1-Δ187::TRP1* allele, was obtained by integrating the *TRP1* maker from plasmid pHT6 [83] into the *rpb1-Δ187::HIS3* marker of strain YFN166 through chromosomal integration.

For the dot blot growth assay, serial dilutions of yeast cultures from both wild-type and mutant strains were spotted onto minimum medium supplemented with amino acids and grown for 2–3 days at the specified temperatures.

### 4.2. RNA Extraction, Sequencing and Bioinformatic Analysis

For global RNA extraction, 50 mL cultures were grown in YPD until an OD600 of approximately 0.8 was reached. Cells were collected and utilised for total RNA extraction following a previously described procedure [84].

cDNA libraries were generated for the global expression analysis as outlined before [85]. Briefly, libraries were prepared using the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Vienna, Austria) for Illumina following the manufacturer’s instructions, and samples were sequenced with an Illumina HiSeq 2000 instrument. After obtaining the Fastq sequencing datasets with FastQC, adapters were removed using Fastx Clipper, and sequences were aligned to the *S. cerevisiae* S288C genome (SGD R64) with Hisat2. Gene counts were determined by employing featureCounts [86]. Differential RNA abundance was analysed using DESeq2 software [55].

Test statistics for box-plots were obtained from two-sided Wilcoxon rank-sum tests conducted using R software (4.2.2 version) [87].

The WT RNA-Seq used in the RNA-Seq experiment of the *rpb1-84* mutant has been previously reported [65] with GEO accession numbers GSM4603016 and GSM4603018.

The WT RNA-Seq applied in the RNA-Seq experiment of the *rpb4∆* mutant has been previously reported [85] with GEO accession numbers GSM3772984 and GSM3772985.

The other samples employed in this work are provided with GEO accession number: GSE248405.

The differential expression results of the different experiments are listed in Supplementary Table S4.

### 4.3. Reverse Transcription and qRT-PCR

First-strand cDNA was synthesised from 0.5 µg of RNA using the iScript cDNA synthesis kit (BioRad, Hercules, CA, USA) following the manufacturer’s protocol.

Real-time PCR analyses were conducted as previously outlined [85] utilising a CFX-384 Real-Time PCR instrument (BioRad, Hercules, CA, USA) and the EvaGreen detection system ‘SsoFast™ EvaGreen^®^ Supermix’ (BioRad, Hercules, CA, USA). Three independent biological replicates of each sample were analysed in triplicate to obtain a representative average. mRNA amounts were normalised to the steady-state 18S rRNA levels. The employed oligonucleotides are listed in Supplemental Table S3.

### 4.4. Chromatin Immunoprecipitation

The chromatin immunoprecipitation experiments were conducted using the Dynabeads M-280 sheep anti-rabbit (BioRad, Hercules, CA, USA) and anti Rpb1 antibody (y80; Santa Cruz Biotecnology, TX, USA) following previously described procedures [50]. Real-time PCR was carried out using a CFX-384 Real-Time PCR instrument (BioRad, Hercules, CA, USA) with SYBR premix EX Taq (Takara, Kusatsu, Japan) and the oligonucleotides listed in Supplemental Table S3. At least three independent biological replicates were analysed. For quantitative real-time PCR, a 1:100 dilution was applied for the input DNA and a 1:4 dilution for the immunoprecipitated sample DNA.

### 4.5. Chromatin-Enriched Fractions and Western Blot Analyses

The yChEFs procedure was followed to prepare chromatin-enriched fractions [88] using 50 mL of exponentially grown YPD cultures (OD600~0.6–0.8). The final chromatin-bound proteins were resuspended in 1X SDS-PAGE sample buffer, boiled and analysed by western blot with different antibodies.

Protein electrophoresis and western blots were carried out as described in [50]. The employed antibodies included the anti-Rpb1 (against the CTD; manufactured in our laboratory) [88], anti-RNA pol II CTD phosphor Tyr1 (Active Motif), anti-RNA pol II phospho-CTDSer7 (4E12) (Chromotek, Planegg, Germany), anti-phosphoglycerate kinase, Pgk1 (22C5D8; Invitrogen, Massachusetts, USA ), anti-H3 (ab1791; Abcam, Cambridge, UK) and PAP (Sigma, St. Louis, MO, USA) antibodies.

IMAGE STUDIO LITE software (5.2. version) was utilised to quantify the intensities of the immunoreactive bands.

## Figures and Tables

**Figure 1:**
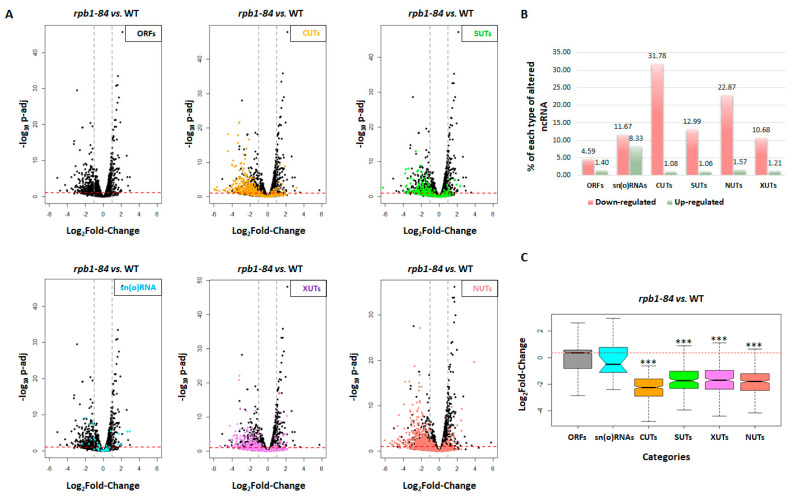
ncRNAs globally decrease by altering RNA pol II assembly. (**A**) RNA-Seq for the *rpb1-84* mutant and its isogenic wild-type (WT) strain. Volcano plots generated to identify the differentially expressed transcripts in the *rpb1-84* mutant vs. the WT strain (n = 2, DESeq2) [55]. A specific cut-off was applied to define the altered accumulation transcripts, consisting in log2 fold-change of the *rpb1-84* mutant vs. WT higher than ±1 (dashed grey lines) and *p*adj < 0.1 (dashed red line). The left upper panel shows the mRNA transcripts, whereas specific classes of ncRNAs are coloured in the other panels: CUTs (orange), SUTs (green), sn(o)RNAs (cyan), XUTs (violet) and NUTs (salmon). (**B**) Percentage of transcripts from each category that are down-regulated (red) and up-regulated (green) in the *rpb1-84* mutant vs. the WT strain according to the parameters indicated in panel (**A**). (**C**) Box-plot showing the distribution for each type of transcripts in the *rpb1-84* mutant vs. the WT strain. The indicated *p*-values were obtained from two-sided Wilcoxon rank-sum tests. *** Wilcoxon-test *p*-value < 10^−9^. Each group of analysed transcripts was compared to the ‘ORFs’ group.

**Figure 2:**
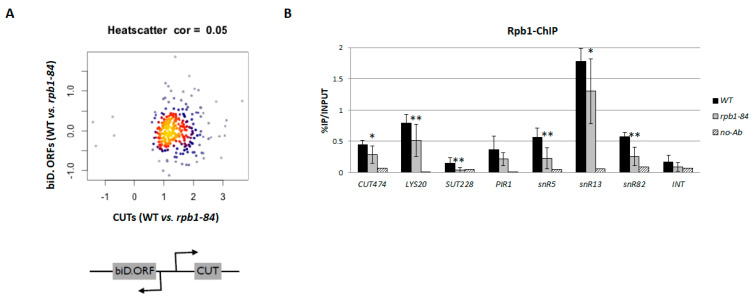
The down-regulation of ncRNAs is not dependent on bidirectional promoters. (**A**) Scatterplot showing the correlation between the accumulation of CUTs and their corresponding bidirectional sense mRNAs in the wild-type (WT) strains vs. the *rpb1-84* mutant. (**B**) Chromatin immunoprecipitation (ChIP) analysis for the different transcription units in the WT and *rpb1-84* cells, performed with an anti-Rpb1 antibody. A negative control without an antibody is also shown, as well as an intergenic non-transcribed region of chromosome V used as a negative control. The values found for the immunoprecipitated PCR products were compared as % of immunoprecipitated material (IP) vs. INPUT. Bars represent standard deviation. At least three independent experiments were performed. * *t*-test *p*-value < 0.05, ** *p*-value < 0.01.

**Figure 3:**
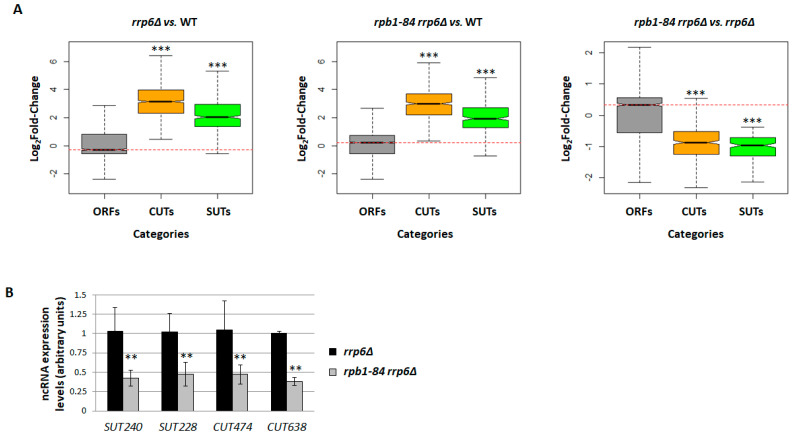
Exosome inactivation analysis by RNA-seq for the *rpb1-84 rrp6∆* double mutant, the *rrp6∆* single mutant and their isogenic wild-type strains. (**A**) Box-plots showing the distribution of ORFs, CUTs and SUTs in the *rrp6∆* mutant vs. wild type (WT, left panel); the *rpb1-84 rrp6∆* mutant vs. the WT strain (middle panel); and the *rpb1-84 rrp6∆* mutant vs. the *rrp6∆* mutant strain (right panel). The indicated *p*-values were obtained from two-sided Wilcoxon rank-sum tests. *** Wilcoxon-test *p*-value < 10^−9^. Each group of analysed transcripts was compared to the ‘ORFs’ group. (**B**) RT-qPCR analysis of CUT and SUT accumulation in the *rpb1-84 rrp6∆* vs. *rrp6∆* mutant strain. The values obtained for the *rrp6∆* single mutant are represented as 1 for all the tested transcripts. Data are shown as the mean and standard deviation (SD) of two independent experiments. rRNA 18S was used as a normaliser. ** *t*-test *p*-value < 0.01.

**Figure 4:**
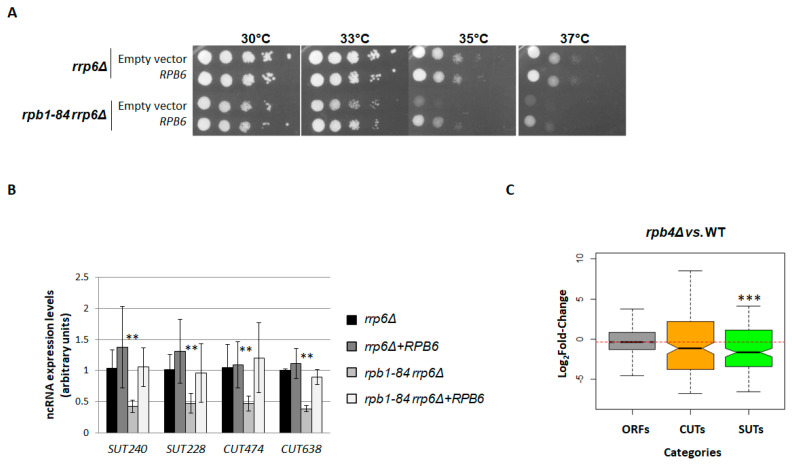
ncRNA accumulation is dependent on RNA pol II assembly. (**A**) Growth assay showing the overexpression of *RPB6* in the *rpb1-84 rrp6∆* double mutant compared to the *rrp6∆* single mutant cells grown in SD (-uracil) at different temperatures. (**B**) RT-qPCR analysis of CUT and SUT accumulation in the *rpb1-84 rrp6∆* vs. the *rrp6∆* mutant cells overexpressing *RPB6*. Data are shown as the mean and standard deviation (SD) of two independent experiments. rRNA 18S was used as a normaliser. The values obtained for the *rrp6∆* single mutant are represented as 1 for all the tested transcripts. ** *t*-test *p*-value <0.01. (**C**) Box-plot showing the distribution of ORFs, CUTs and SUTs in the *rpb4∆* mutant vs. the wild type. *** Wilcoxon-test *p*-value < 10^−9^. Each group of analysed transcripts was compared to the ‘ORFs’ group.

**Figure 5:**
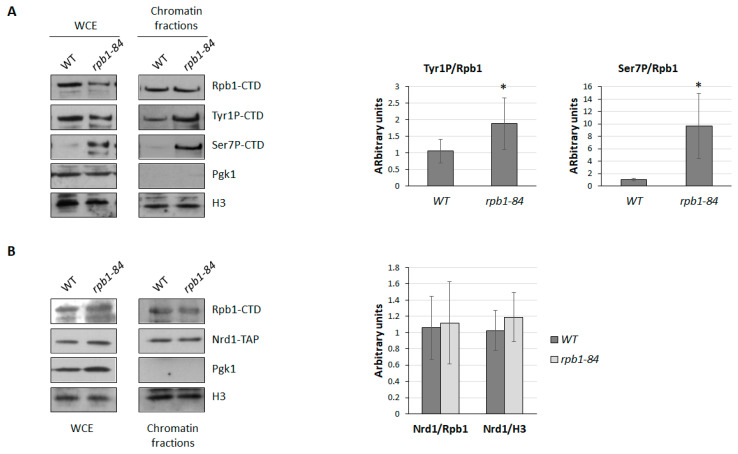
CTD-phosphorylation and the Nrd1 analysis in chromatin fractions of the foot mutant. (**A**) Left panel: whole-cell extract and chromatin-bound proteins isolated by the yChEFs procedure from the wild-type (WT) and *rpb1-84* strains grown in YPD medium at 30 °C and analysed by western blotting using specific antibodies against Rpb1, Tyr1P-CTD and Ser7P-CTD. The H3 histone was used as a positive control for chromatin and Pgk1 as a negative control for cytoplasmic contamination. Right panel: quantification of the experiments in the left panel. Levels of the phosphorylated-CTD/Rpb1 ratios for the WT strain are represented as 1. (**B**) Left panel: whole-cell extract and chromatin-bound proteins isolated by the yChEFs procedure from the WT and *rpb1-84* strains carrying an Nrd1-TAP allele grown in YPD medium at 30 °C and analysed by western blotting using specific antibodies against Rpb1 and TAP, and against the H3 histone used as a positive control for chromatin and Pgk1 employed as a negative control for cytoplasmic contamination. Right panel: quantification of the experiments in the left panel. Levels of the Nrd1/Rpb1 ratios and Nrd1/H3 ratios for the WT strain are represented as 1. At least three independent experiments with independent biological replicates were performed. * *t*-test *p*-value < 0.05.

**Table 1:** Biological functional categories of differentially expressed genes in *rpb1-84* mutant cells with respect to wild-type cells. Analysis was performed using Funspec software [56].

	Functional Category	*p*-Value
Up-regulated	purine nucleotide biosynthetic process [GO:0006164]	7.81559 × 10^−5^
	glycolysis [GO:0006096]	0.000472358
	response to stress [GO:0006950]	0.000887445
	metabolic process [GO:0008152]	0.00134185
	gluconeogenesis [GO:0006094]	0.001615
	cell adhesion [GO:0007155]	0.00353101
	manganese ion transport [GO:0006828]	0.00466732
	‘de novo’ IMP biosynthetic process [GO:0006189]	0.00594903
Down-regulated	transcription, DNA-dependent [GO:0006351]	0.0009675
	sexual reproduction [GO:0019953]	0.00111532
	mating [GO:0007618]	0.00111532
	trehalose biosynthetic process [GO:0005992]	0.00117173
	regulation of transcription, DNA-dependent [GO:0006355]	0.0014433
	ATP-dependent chromatin remodeling [GO:0043044]	0.004667
	termination of RNA polymerase II transcription, exosome-dependent [GO:0030847]	0.00500098

## Data Availability

Data are contained within the article and supplementary materials.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25010507/s1. References [42,50,52,55,65,89,90,91,92] are cited in the supplementary materials.

How the deposited data were processed for this re-analysis (not part of the article)

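RNA-Seq data (QuantSeq 3′ tags) from 10 libraries were analysed, 2 replicates each of *rpb1-84*, WT, *rrp6∆*, *rpb1-84 rrp6∆* and *rpb4∆* strains. The authors checked the reads with FastQC, removed adapters with Fastx Clipper, aligned to the S288C genome (R64) with Hisat2 and counted reads on annotated features with featureCounts, and the counts were deposited without normalization. Strand setting, treatment of overlapping features and tool versions are not given in the paper's text. The WT libraries of the *rpb1-84* and *rpb4∆* comparisons came from earlier publications and are not used here.

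Libraries held from 1415496 to 7268211 counts. A transcript with 3 counts or fewer in a strain was given a bound or a counting interval, and these intervals and floors cover counting error only, not the spread between cultures. Features were sorted into ORFs, CUTs, SUTs, sn(o)RNAs, NUTs, features taken as XUTs and others by their identifiers.

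From the counts, shares per class, CPM and fitted changes were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main fits used edgeR with TMM, filterByExpr and quasi-likelihood tests, over 6 libraries for the *rrp6* experiment and over 8 libraries for the interaction with *rpb1-84*. Calls needed an absolute log2 fold change above 1 and an adjusted p below 0.1. Classes were tested against ORFs with limma camera and its estimated-correlation form, and against no change with fry, with 25 tests adjusted together. Shares were compared by exact permutation tests. The statistics were tested first on simulated counts with known changes, drawn with the means, library sizes and dispersions of the real counts. Each transcript was drawn independently, so the simulation could not test camera where transcripts vary together.

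The text names, in each comparison of the *rrp6* experiment, the 3 CUTs, SUTs and sn(o)RNAs with the largest change among those called in the direction that the paper reports and with both libraries of 1 strain beyond both of the other. For the double mutant against *rrp6∆* it also names the 3 ORFs up and the 3 down by the same rule. It names the genes and transcripts that the paper names, and the deleted genes first. This rule was fixed earlier than the counts were opened. Tried as well, and fixed at that time, were TMM from ORFs only, DESeq2 size factors, total counts, no filter on low counts, DESeq2, a replicate block, fitting only the libraries compared, other sets behind the medians, other denominators of the shares and each library left out in turn. The replicate block took replicates of the same number as pairs, which the labels number but do not state to be made together. The alternatives added later were 5 DESeq2 fits, tried with the paper's medians in view. The RT-qPCR and ChIP experiments of the paper are not analysed here.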

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

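The tests on *RPB4*, on the effect of the *rrp6* deletion and on chance low WT counts at other features, and on the difference between experiments were chosen after the result was seen. Those on library size were not.

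The effect of *rpb1-84* differed between strains with and without *RRP6*, by an interaction term in edgeR over 8 libraries. Of 9264 transcripts tested, 2686 were called. The interaction was positive for 142 CUTs and negative for 113, positive for 74 SUTs and negative for 138, and positive for 734 ORFs and negative for 725. It was 3.27 at *LYS20*, −1.75 at snR13 and −1.32 at *RRP6*. As a class, CUTs did not differ from ORFs (limma camera, adjusted p = 0.767), nor did SUTs (adjusted p = 0.174) or XUTs (adjusted p = 0.117). Camera with an estimated correlation, however, gave p = 0.0206 for SUTs and p = 0.0059 for XUTs, both lower than ORFs. The *rpb1-84* libraries come from another experiment than the 6 others, and 1711 ORFs were called between them and this WT, against 210 between the double mutant and *rrp6∆*. A difference between experiments, which predicts many such ORFs, cannot be told apart from an effect of *rpb1-84* that depends on *RRP6*, since no *rpb1-84* library was made beside this WT. The interaction therefore stays open.

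At *RPB4* the interaction was 4.64, at *RPB7* 2.55 and at *RPB6* 1.21, because these genes had lower counts in the *rpb1-84* libraries than in WT. A lower *RPB4* mRNA caused by *rpb1-84* predicts a fall in the double mutant too, and there the log2 fold change against WT was −0.060. The values argue against an effect that is the same with and without *RRP6*. A TAP tag at the 3′ end of *RPB4*, which the genotypes list for the *rpb1-84* strain only, predicts low 3′ counts in that strain alone, and *RPB4* was at −4.31 against WT there. Against this, *TRP1*, named as the marker of the tag, had 2 and 2 counts in the *rpb1-84* libraries and 20 and 8 in WT. Whether the marker would be counted as the yeast *TRP1* is not known from a count table, so the tag stays open. *RPB7* was at −3.25 in this strain, from 0 and 8 counts, and *RPB6* at −1.23. Both were lower in the double mutant against WT too (*RPB7* −1.10, *RPB6* −0.92), and *RPB6* also in *rrp6∆* (−0.90), so a fall is not confined to the tagged strain. Part of it goes with the scaling, since the ORF median was −0.34 in the double mutant and −0.48 in *rrp6∆*. In *rpb1-84* the ORF median was 0.14. The *RPB7* value of the double mutant rests on 26 and 15 counts against 23 and 24 in WT. No biological explanation was tested for these genes.

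Features outside the classes that the paper discusses gave a signal too, since 13 of 37 tested were called higher in *rrp6∆* than in WT. They include *NME1* (5.16), *SCR1* (4.37), tV(AAC)G3 (4.35) and *RPR1* (2.36), picked for this text after their values were seen. A difference in library size predicts that thinning all libraries to the smallest removes most calls, and 13 were still called. The values argue against library size. WT libraries low by chance predict that *rrp6∆* would not lie above the *rpb1-84* and *rpb4∆* libraries, which have *RRP6* and were not used to find these features. By CPM (counts scaled to library size), both *rrp6∆* libraries were above all of these at 12 of the 13 features, YERCdelta8 being the exception, and at 9 of the 24 other features tested. The values argue against chance low WT counts for the features as a set. An effect of the *rrp6* deletion predicts the same rise in the double mutant, where 9 were called again against the same WT. In libraries not compared when the features were found, the CPM of both double mutant libraries was above that of both *rpb1-84* libraries at 12 of the 13 features, and at 8 of the 24 others (Fisher exact p = 0.000658). These values go with an effect of the *rrp6* deletion, which remains a hypothesis, since the features were found in these data and the *rpb1-84* libraries come from another experiment.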

How the results depend on the processing

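The DESeq2 fits without NUTs and XUTs, on ORFs with 1 ncRNA class and on 4 libraries, and the DESeq2 medians over transcripts with an adjusted p below 0.1, are tests chosen after the results were seen, with the paper's medians in view. Every other alternative was fixed before the data were examined. Of 1258 alternative values of the 104 class results, 1056 stayed within the replicate spread, within 1.5 times the main count or on the same side of the threshold, and 190 moved further. Another 6 changed sign, 5 passed a threshold that the main value did not and 1 no longer passed it. For the 87 named results, 1110 of 1205 alternatives kept direction and side, 66 lost the threshold, 13 gained it and 16 changed sign.

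The rise of CUTs, SUTs and sn(o)RNAs without Rrp6, and their fall in the double mutant relative to ORFs, kept their direction under every alternative. Values in threes are in the order *rrp6∆* against WT, double mutant against WT, double mutant against *rrp6∆*. The cause of the changes was not tested, except where fewer libraries or transcripts enter by construction.

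With TMM from ORFs only, 391, 362 and 57 ORFs were higher and 70, 137 and 155 lower, and the ORF medians were 0.0014, 0.0016 and −0.0073, near 0 by construction. *RPB4* and *RPB7* turned to 0.10 and 0.082 in *rrp6∆* against WT. Under the same scaling *SEN1* and *RPB4* turned to 0.18 and 0.28 in the double mutant against WT, and *RPB1* to −0.035 in the double mutant against *rrp6∆*. Total counts gave 151, 251 and 153 ORFs lower, 59 higher in the last comparison, and ORF medians of −0.17, −0.16 and −0.0012. *SEN1* (0.012) and *RPB4* (0.12) against WT and *RPB1* (−0.029) changed sign here too. Fits of only the 4 libraries compared gave 387 ORFs lower in *rrp6∆* against WT and ORF medians of −0.39 and −0.33 against WT.

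DESeq2 moved the ORF median to −0.36 in the double mutant against WT and to 0.11 against *rrp6∆*, as did its size factors in edgeR (−0.36 and 0.11), and it called 86 SUTs lower in the interaction. Without a filter on low counts the ORF median of the double mutant against WT was −0.32, and snR82 in the double mutant against *rrp6∆* changed sign at 1.88e-05. With an estimated correlation, camera gave p = 0.0525 for sn(o)RNAs in the double mutant against *rrp6∆*. It gave 0.0142 for SUTs and 0.0214 for XUTs in *rpb1-84* against WT, and 0.0206 for SUTs and 0.0059 for XUTs in the interaction. Fry, a rotation test of a class against no change and not against ORFs, gave 0.00242 and 3.14e-05 for SUTs in these last 2 comparisons, which says nothing on how SUTs compare with ORFs.

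Medians over transcripts with an adjusted p below 0.1 were larger in size. For edgeR they were 2.65, 2.61 and −0.61 for CUTs, 1.37, 1.30 and −0.72 for SUTs and 2.31, 2.15 and −0.61 for NUTs. XUTs gave 1.67, 1.60 and −0.71, ORFs −0.63, −0.55 and 0.37, and sn(o)RNAs −0.62 in the last comparison. With a mean count of at least 10 behind the medians, SUTs (0.78) and XUTs (1.14) moved in *rrp6∆* against WT. CUTs (2.31) and XUTs (0.87) moved in the double mutant against WT, and XUTs (−0.26) against *rrp6∆*.

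DESeq2 medians over such transcripts were 2.77, 2.73 and −0.84 for CUTs, 1.72, 1.59 and −0.92 for SUTs and 2.45, 2.30 and −0.80 for NUTs. They were 2.08, 1.88 and −0.95 for XUTs, −0.69, −0.63 and 0.45 for ORFs and, in the last comparison, −0.80 for sn(o)RNAs. Fitting the 4 libraries compared, DESeq2 on all features gave 2.84, 2.79 and −0.78 for CUTs, 1.89, 1.77 and −0.88 for SUTs, 2.51, 2.42 and −0.75 for NUTs and 2.18, 2.06 and −0.89 for XUTs. There ORFs gave −0.69, −0.64 and 0.50 and sn(o)RNAs −0.60 in the last comparison. Over all transcripts this fit gave SUT medians of 0.91 and 0.48 and ORF medians of −0.45 and −0.35 against WT. The CUT and XUT medians of the double mutant against WT were 2.18 and 0.78, and the sn(o)RNA and XUT medians against *rrp6∆* −0.45 and −0.32. It called 48 SUTs, 81 XUTs and 60 ORFs lower in the double mutant against *rrp6∆*, where *RPB6* changed sign at 0.0076.

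Leaving NUTs and XUTs out of DESeq2 and fitting the 4 libraries compared gave medians of 2.83, 2.39 and −0.34 for CUTs, 1.20, 0.69 and −0.44 for SUTs, −0.16, −0.13 and 0.072 for ORFs and 4.80 for sn(o)RNAs in *rrp6∆*. Over an adjusted p below 0.1 these were 3.09, 2.96 and −0.85 for CUTs, 1.97, 1.92 and −0.94 for SUTs and 4.83, 4.17 and −0.72 for sn(o)RNAs, and −0.45 and 0.42 for ORFs in the last comparisons. ORFs called lower against WT fell to 145 and 206. With all 6 libraries, the medians were 2.81, 2.39 and −0.38 for CUTs, 1.18, 0.68 and −0.48 for SUTs, −0.17, −0.14 and 0.027 for ORFs and −0.58 for sn(o)RNAs in the last comparison. Over an adjusted p below 0.1 the 6 libraries gave 3.05, 2.91 and −0.91 for CUTs, 1.92, 1.75 and −1.01 for SUTs and −0.45 and 0.37 for ORFs in the last comparisons. Sn(o)RNAs gave 4.81 and −0.87 in *rrp6∆* against WT and in the double mutant against *rrp6∆*. This fit called 157 and 221 ORFs lower against WT and 63 higher against *rrp6∆*.

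On ORFs and CUTs only, DESeq2 gave CUT medians of 2.89, 2.43 and −0.42 and ORF medians of −0.089, −0.091 and −0.0089, the last of which changed sign, as did *RPB1* at −0.027. Over an adjusted p below 0.1 they were 3.12, 2.95 and −0.93 for CUTs and −0.40, −0.38 and 0.30 for ORFs. It called 111 and 182 ORFs lower against WT and 59 higher against *rrp6∆*. On ORFs and SUTs only, SUT medians were 1.30, 0.78 and −0.50 and ORF medians −0.054, −0.039 and 0.0076, and *RPB1* changed sign at −0.011. Over an adjusted p below 0.1 the SUTs gave 1.98, 1.87 and −1.01 and the ORFs −0.36, −0.30 and 0.33, with 97 and 155 ORFs lower against WT and 60 higher against *rrp6∆*.

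The log2 ratio of each class share moved when it was taken over the counts on ORFs, whose own share differs between the strains. It was 3.14, 2.60 and −0.54 for CUTs, 1.56, 1.02 and −0.54 for SUTs and 4.50, 3.85 and −0.65 for sn(o)RNAs. For NUTs it was 3.58, 3.05 and −0.53, and for XUTs 1.52, 1.01 and −0.51. Without the 10 most abundant features of the class it was 2.49, 2.11 and −0.38 for CUTs, 1.09, 0.71 and −0.38 for SUTs and 4.26, 3.55 and −0.71 for sn(o)RNAs. NUTs then gave 2.68, 2.28 and −0.40 and XUTs 1.42, 1.10 and −0.32.

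Leaving out 1 library at a time leaves 1 strain with a lone library, which is then assumed to vary like the other strains. The CUT median minus the ORF median in the interaction ran from −0.011 to 0.19, negative without WT replicate 1, and that of SUTs from −0.34 to −0.25, with a camera p of 0.0453 without *rrp6∆* replicate 2. The ORF median of the double mutant against WT ran from −0.34 to −0.33. In the double mutant against *rrp6∆*, *RPB6* ran from −0.15 to 0.12 and snR82 from −0.30 to 0.24. Depth limits the less abundant classes, since 643 of 847 SUTs and 1044 of 1658 XUTs had enough counts to be tested, and SUT568 could not be tested in the 4 libraries compared.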

Differences from the paper's values

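The comparisons with DESeq2 fits on part of the transcripts or libraries, and with DESeq2 medians over an adjusted p below 0.1, are tests chosen after the results and the paper's medians were seen. There were 5 such fits and 11 such settings.

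For CUTs in *rrp6∆* against WT, the paper's median log2 fold change is 3.1411 and the value here 2.51. None of the alternatives set before the data were examined brought it within the replicate spread. Of these, scaling from ORFs only came nearest, at 2.99, and total counts gave 2.83. Under settings chosen after seeing the values, DESeq2 medians over an adjusted p below 0.1 reached the paper's median in 2 fits. These were without NUTs and XUTs in 4 libraries (3.09) and on ORFs and CUTs only (3.12). Over all tested CUTs the same fits gave 2.83 and 2.89, which did not reach it. The log2 ratio of CUT counts over ORF counts, a ratio of sums and not a median, was 3.14.

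For SUTs in *rrp6∆* against WT, the paper's median is 2.026 and the value here 0.82. No setting reached it, and the nearest, chosen after seeing the values, was 1.98 on ORFs and SUTs only, a median over the SUTs with an adjusted p below 0.1 in DESeq2, against 1.30 over all SUTs in that fit. For CUTs in the double mutant against WT, the paper's median is 2.992 and the value here 2.29, and again no setting reached it. The nearest, also chosen after seeing the values, was 2.96 without NUTs and XUTs in 4 libraries, over the CUTs with an adjusted p below 0.1 in DESeq2, against 2.39 over all CUTs in that fit. For SUTs in the double mutant against WT, the paper's median is 1.930 and the value here 0.44. Only the same fit, chosen after seeing the values, reached it (1.92), and then only over the SUTs with an adjusted p below 0.1 in DESeq2. Over all SUTs it gave 0.69, and no alternative fixed earlier reached the paper's value. Scaling from ORFs only, fixed earlier, moved these medians part of the way. It gave 1.30 for SUTs in *rrp6∆* against WT. In the double mutant against WT it gave 2.63 for CUTs and 0.78 for SUTs.

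Fig. 3A gives further medians, read by eye. In the double mutant against *rrp6∆* the paper's median is about −0.9 for CUTs (−0.26 here), about −1.0 for SUTs (−0.33 here) and about 0.3 for ORFs (0.14 here). For ORFs it is about −0.3 in *rrp6∆* against WT (−0.48 here) and about 0.2 in the double mutant against WT (−0.34 here). None of the alternatives set before the data were examined reached any of these. Chosen after seeing the values, the DESeq2 medians over an adjusted p below 0.1 gave −0.91 for CUTs and −1.01 for SUTs without NUTs and XUTs in 6 libraries, against −0.38 and −0.48 over all transcripts of the class. Also chosen after the values, medians over an adjusted p below 0.1 in DESeq2 were −0.93 for CUTs and 0.30 for ORFs in the fit on ORFs and CUTs, and −1.01 for SUTs in the fit on ORFs and SUTs. Over all transcripts these fits gave −0.42, −0.0089 and −0.50.

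The paper lists its differential expression results in Supplementary Table S4, which is not used here, so how many of its called transcripts these settings drop was not counted. Of the 107 CUTs and 79 SUTs called lower here, the fit without NUTs and XUTs in 4 libraries dropped 14 and 20, and that in 6 libraries 15 and 15. The fit on ORFs and CUTs dropped 15 CUTs, and the fit on ORFs and SUTs 17 SUTs.

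Fig. 3B shows a drop in the double mutant for its transcripts. In the libraries CUT474 was higher in the double mutant than in *rrp6∆* (0.28), while SUT240 (−0.55), SUT228 (−0.27) and CUT638 (−0.35) were lower. The paper scaled its RT-qPCR to rRNA, whereas the library values are scaled to the counted transcripts. A rise by counts and a fall against rRNA can therefore both hold.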

Other observations

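The values on scaling, exosome sensitivity, the *rpb1-84* effect along ORF length, *RRP6*, strain background and the plasmid come from tests chosen after the result was seen. The tests on library size, matched ORF lists, length within strains and length among well counted ORFs were set earlier. The rule for reading length within strains was made stricter after its value was seen. By the stricter rule that test could not decide, and by the earlier rule it argued against variation between libraries.

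The fall of CUTs relative to ORFs in the double mutant against *rrp6∆* was weighed against technical causes. After thinning the 6 libraries to the smallest, it was −0.39 (median of 5 draws), which argues against library size as the cause. With scaling from ORFs only, 140 CUTs were called lower, but this decides nothing about the fall, since a scaling moves the CUTs and ORFs of a library alike. Of 10000 lists of ORFs matched to the CUTs on mean expression, 0 had a median as low (lowest −0.045), and for SUTs 0 did (lowest −0.14). This argues against low counts as the whole cause. The matched lists centred on 0.039 for CUTs and −0.030 for SUTs, below the median of 0.14 over all ORFs. Part of the fall relative to ORFs therefore goes with expression level. An effect of *rpb1-84* remains a hypothesis, found and tested on the same data.

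If the CUTs that rise most without Rrp6 also fell most with *rpb1-84*, the rise and the fall would correlate below −0.3. With separate libraries on each axis, Spearman's rho over 858 CUTs was −0.10 or −0.05. The values argue against a strong relation.

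ORFs fell with coding length in the double mutant against *rrp6∆*. Spearman's rho was −0.213 over 4858 ORFs, and the median was −0.055 for the 485 longest and 0.24 for the 485 shortest. Weakly counted ORFs do not explain it, since rho was −0.251 over 3346 ORFs with a mean of at least 100 counts. Between replicates of 1 strain rho was 0.024 in WT, 0.119 in *rrp6∆*, −0.069 in the double mutant and −0.0075 in *rpb1-84*. All 4 pairs between the double mutant and *rrp6∆* were larger in size, from −0.159 to −0.237. By the stricter rule these values do not decide on variation between libraries as the source of the trend. The value within *rrp6∆* was too near the weakest pair, and 2 libraries per strain measure that variation poorly. Against WT, rho was −0.170 in the double mutant and 0.0045 in *rrp6∆*, all within 1 experiment, so a difference between experiments does not account for the trend. In the *rpb1-84* libraries against this WT rho was −0.136. An effect of *rpb1-84* has the sign it predicts there, but cannot be told apart from variation between libraries.

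*RRP6* had counts in the libraries labelled *rrp6∆*. A strain with *RRP6* intact predicts no rise of CUTs, and the CUT median rose by 2.51, which argues against it. Tags outside the deleted part of *RRP6* stay open, since the log2 fold change of *RRP6* was 0.24 and a count table holds no positions.

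Markers in the libraries labelled *rpb4∆* go against the genotype in their labels, which predicts *MET17* near 0, since *MET17* was at 144 CPM. Reads from the other strains predict *LYS2* in proportion to *MET17*, and *LYS2* was at 0.349% of their median, which argues against that. No biological explanation was tested. The double mutant had more *LEU2*, the marker of the *RPB1* plasmid, than *rrp6∆* (1.70). More plasmid copies predict a like rise of *RPB1*, which was 0.11, so the values argue against it in this comparison. In *rpb1-84* against WT, *LEU2* (0.97) and *RPB1* (0.49, edgeR adjusted p = 2.34e-05) both rose, *RPB1* by less, and there plasmid copies cannot be told apart from a difference between experiments.

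In *rpb1-84* against the WT of the *rrp6* experiment, which is not its own WT, 76 CUTs were called higher and 203 lower (median −0.37), and 100 SUTs were higher and 117 lower (0.014). CUTs were lower than ORFs as a class (limma camera, adjusted p = 0.00571). Across transcripts, this change and the change between the double mutant and *rrp6∆* had a Pearson r of 0.115 for CUTs and 0.334 for SUTs.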
